A study of Homo sapiens with 2 samples. Its data were reported in "DSIF modulates RNA polymerase II occupancy according to template G + C content" (2022).

How the data were processed

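Total RNA from neural progenitor cells (NPCs) was measured by RNA-seq in 2 libraries, 1 from untreated cells and 1 from cells with Supt4h knockdown. NPCs are dividing precursors of neurons and glia. They were made from the induced pluripotent stem cell line GM23225 by 7 days of neural induction. The knockdown was made at the iPSC stage, by lentiviral delivery of 1 short hairpin RNA (shRNA) and drug selection, before neural induction. The paper's supplement names 1 clone of the knockdown cells as the one taken for RNA-seq. Groups were taken from the genotype given for each sample. Ribosomal RNA was depleted and directional libraries were sequenced from both ends.

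The authors aligned the reads to hg19 with STAR, using splice junctions from a UCSC annotation, and quantified genes with RSEM. The deposited expected counts are RSEM's estimates of the fragments from each gene, rounded by the authors to whole numbers, and are not normalised. The deposited FPKM values are fragments per kilobase of transcript, scaled to the total of aligned fragments and given by the authors to 2 decimals. No replicate was pooled, and the strand setting of the quantification was not stated. RSEM divides reads that match several places among them, so genes with near-identical copies have uncertain values, as do overlapping genes. FPKM is a relative measure, and a change in the total RNA per cell would not be seen in it.

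Each table held 26334 entries. Dates stood in place of a gene symbol in 28 of them, and these were left out of totals and tests. They held 0.221% of the counts in the untreated library and 0.232% in the knockdown library. The remaining 26306 entries were used. Total expected counts were 23550375 in the untreated library and 29021400 in the knockdown library. At these depths, the 3 counts that an observation of 0 allows correspond to 0.127 and 0.103 CPM, which are counts scaled to a fixed total.

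The change of a gene was the log2 ratio of (FPKM + 0.1) in the knockdown over the untreated library. This scale understates the change of genes with low FPKM. Genes with a mean FPKM above 0.5 over both libraries were tested, which left 13767. Expected counts were compared by an exact conditional binomial test, two-sided by doubling the smaller tail, given the scaling between the libraries. That scaling was the median difference between the log2 count ratio and the log2 FPKM ratio over genes with an FPKM above 5 in both libraries, a count ratio of 1.23. P-values were adjusted by the Benjamini-Hochberg method. A gene was counted as changed when its ratio was at least 2-fold and its adjusted p was under 0.05. Intervals of a ratio are 95% Clopper-Pearson intervals. With 1 library per group there was no estimate of the spread between replicates. The test compares those libraries, not the conditions, and its intervals and floors cover counting error only.

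Gene symbols were matched to the GENCODE annotation, version 44 mapped to GRCh37, the assembly of hg19. This annotation is newer than the one the authors used. Of 26332 distinct names, 22197 matched a current symbol and 1318 an older symbol, 2817 had no unique match, and 47 were left out as a second name of one gene. Of the tested genes, 13259 (96.3%) had an annotated gene. Span and G+C content were taken over the Ensembl canonical transcript, or the longest where none was marked, whereas the study used the most abundant isoform. G+C content was that of the gene body, introns included, without the first 1 kb after the transcription start site (TSS). Comparisons with G+C content and length used genes with a span of at least 5 kb. Intervals of correlations and of medians were taken from 1000 resamplings of the genes. Genes are not independent replicates, so these intervals describe the spread over genes and no p was computed across genes.

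Gene lists were compared by their median log2 ratio, which was placed among 10000 random lists of equal size matched on mean expression in 20 bins. The lists were elongation factors, subunits of RNA polymerase II (RNAPII), repeat expansion genes, and markers of pluripotency, neural progenitors, neural crest, mesoderm and endoderm, and neurons. The others were interferon-stimulated, p53 target, immediate early and cell cycle genes. The 3' untranslated regions (UTRs) were searched for matches to bases 2 to 8 of the shRNA antisense strand.

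Named genes were SUPT4H1, SUPT5H and members of the lists. The 5 genes with the highest and the 5 with the lowest log2 ratio were added, among those with a mean expected count of at least 200, more than 3 counts in each library and an adjusted p under 0.05. The groups, tests, lists, naming rule and processing alternatives were set before the data were examined. The alternatives were other scalings (edgeR's TMM factors, DESeq2's size factors, total counts), pseudocounts, FPKM filters, fold thresholds and definitions of G+C content. An edgeR exact test with TMM factors and an assumed biological coefficient of variation was also run, since none could be estimated. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used.

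The procedure was tested on simulated counts with the expression levels and depths of these libraries, in which 13745 genes passed the filter. Of 200 genes changed 4-fold, 192 were recovered in the right direction, and 0 unchanged genes were called. The simulated counts held counting error only, which is the error that the binomial test assumes. Errors from the spread between cultures were therefore not examined. A planted slope of -0.15 log2 units per 10 percentage points of G+C was recovered as -0.13. In the same simulation a shift of -0.10 was planted in genes with the 3' UTR match, and a gene list was raised. The slope was therefore not recovered from a lone planted effect. The ChIP-seq libraries of the study were not analysed here, and the values of some single list members are not reported here.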

Results

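The effect of lowering Supt4h on gene expression was measured by RNA-seq in NPCs of the line GM23225. Supt4h, encoded by SUPT4H1, and Supt5h, encoded by SUPT5H, form the transcription elongation complex DSIF, which holds RNAPII on its DNA template. The data comprised 1 library of untreated cells and 1 library of cells carrying an shRNA against Supt4h. There was no replicate in either group, so no difference given here has a replicate check. The untreated cells are described as untreated, and a culture carrying a control hairpin was not analysed here.

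The untreated library held 23550375 expected counts and the knockdown library 29021400, a ratio of 1.23. At least 10 counts were found for 15684 genes in the untreated and 15293 genes in the knockdown library. The 10 genes with the most counts took 6.49% of the total in the untreated library (95% Wilson interval 6.48 to 6.50%) and 6.89% in the knockdown library (6.88 to 6.90%). Among the 13767 genes with a mean FPKM above 0.5, the median count was 565 in the untreated and 680 in the knockdown library. Across these genes, log2 FPKM values of the libraries had a Pearson r of 0.954, and FPKM values a Spearman rho of 0.966.

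The first comparison was of the targeted gene. SUPT4H1 lies on chromosome 17 from 56422539 to 56429562 on the minus strand (GRCh37), and its annotated transcript has 5 exons. The shRNA antisense strand TTAAAGTTACTGACTCGCTGC is complementary to 21 bases of the coding sequence that span the junction of exons 3 and 4. Of these bases, 11 lie at 56424890 to 56424900 in exon 3 and 10 at 56424593 to 56424602 in exon 4. SUPT4H1 had 2185 counts and an FPKM of 66.78 in the untreated library, against 488 counts and an FPKM of 12.05 in the knockdown library. The level in the knockdown library was 18.0% of that in the untreated library (95% Clopper-Pearson interval 16.4 to 19.96%), a log2 ratio of -2.46. Under 5 other scalings and pseudocounts the log2 ratio ranged from -2.47 to -2.37. A full match to the hairpin target was also found in transcripts of a readthrough gene over the same locus and of the processed pseudogene SUPT4H1P1, with which reads could be shared.

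SUPT5H, which encodes the partner of Supt4h, lies on chromosome 19 from 39936222 to 39967310 on the plus strand. Its FPKM was 17.98 in the untreated and 15.69 in the knockdown library, with 1518 and 1637 counts. The log2 ratio was -0.20 (95% interval -0.30 to -0.09, exact binomial test, p = 0.000158, Benjamini-Hochberg adjusted p = 0.000435). Thus 87.3% of the SUPT5H level was found in the knockdown library with the FPKM scaling. SUPT5H was not recomputed with other scalings. TMM factors raised the median log2 ratio of all genes by 0.07 and DESeq2 size factors by 0.09, so the size of this small difference depends on the scaling.

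The next comparison asked how many genes differed between the libraries. The median log2 ratio of the 13767 genes was -0.03, with quartiles at -0.27 and 0.19, and 95% of the genes lay between -1.29 and 1.25. The exact binomial test gave an adjusted p under 0.05 for 7767 genes (56.4%), which at this depth included many small ratios. A change of at least 2-fold was found for 998 genes (7.25%), of which 460 were higher and 538 lower in the knockdown library. Of these, 19 were at or under 3 counts in the untreated library and 12 in the knockdown library. The counts changed most when a biological coefficient of variation of 0.4 was assumed, which left 37 genes higher and 11 lower.

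Among genes with a mean count of at least 200, the 5 with the highest ratios were PAX3, DKK1, POU4F1, EMX2 and GAD1. PAX3 (chromosome 2, 223064606 to 223163717, minus strand) rose from 26 to 4604 counts and from an FPKM of 0.42 to 52.41, a log2 ratio of 6.66 (95% interval of the count ratio 6.61 to 7.78). DKK1 (chromosome 10, 54074041 to 54077417, plus strand) rose from 6 to 1070 counts, a log2 ratio of 6.47. POU4F1 (chromosome 13, 79172497 to 79177687, minus strand) rose from 18 to 2309 counts, a log2 ratio of 6.13. EMX2 (chromosome 10, 119302257 to 119309057, plus strand) and GAD1 (chromosome 2, 171673397 to 171717661, plus strand) had log2 ratios of 4.45 and 4.41, from 26 to 870 and from 25 to 812 counts.

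The 5 genes with the lowest ratios were RAX, FGF8, BLACAT1, DUSP6 and ADGRG1. RAX (chromosome 18, 56934270 to 56940686, minus strand) had 969 counts in the untreated and 51 in the knockdown library, a log2 ratio of -4.34 (95% interval -4.99 to -4.15). FGF8 (chromosome 10, 103529866 to 103535871, minus strand) went from 937 to 84 counts, a log2 ratio of -3.75. DUSP6 (chromosome 12, 89741012 to 89746278, minus strand) went from 1701 to 185 counts, a log2 ratio of -3.44. ADGRG1 (chromosome 16, 57662542 to 57699479, plus strand) went from 450 to 45 counts, a log2 ratio of -3.34. BLACAT1 (chromosome 1, 205404014 to 205425173, minus strand) went from an FPKM of 17.36 to 1.40, a log2 ratio of -3.54. It overlaps LEMD1 on the same strand, so the division of reads between them is uncertain.

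**Figure D1:**
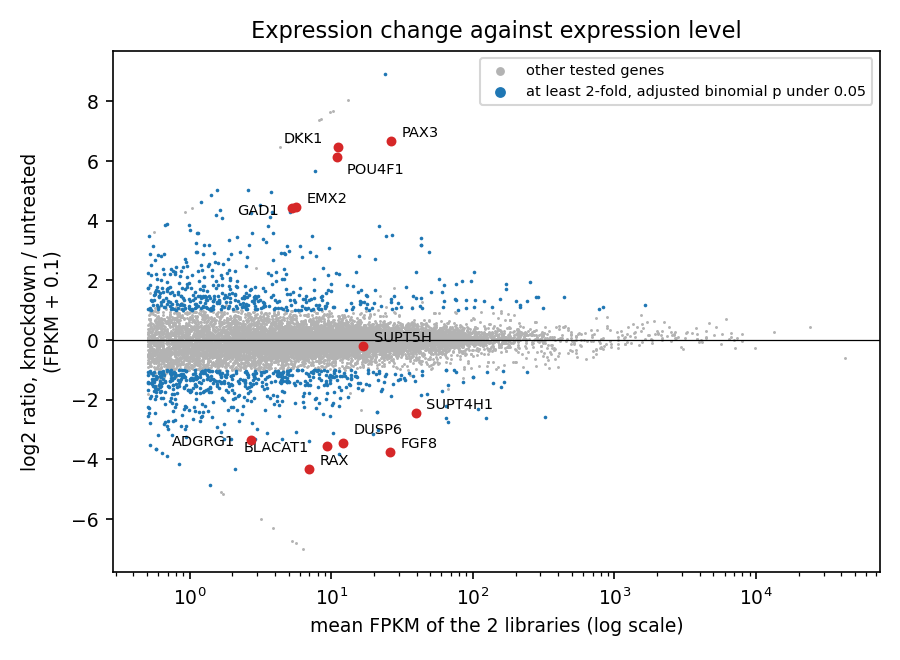
Log2 ratio of FPKM + 0.1 in the knockdown over the untreated library (vertical axis) against the mean FPKM of both libraries (horizontal axis, log scale) for 13767 genes, with the 998 genes changed at least 2-fold in blue and named genes in red. SUPT4H1 lies at -2.46 and SUPT5H at -0.20, and grey points beyond 2-fold did not pass the binomial test.

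The study asked whether the effect of Supt4h loss on expression varied with the G+C content of the transcribed gene. This was examined across 11759 genes with a span of at least 5 kb, whose gene bodies had a median G+C content of 42.7%. Across genes, the log2 ratio was negatively correlated with G+C content, with a Pearson r of -0.190 (95% interval over genes -0.207 to -0.172) and a Spearman rho of -0.221 (-0.237 to -0.204). G+C content thus accounted for 3.60% of the variance of the log2 ratio. The slope was -0.16 log2 units per 10 percentage points of G+C (-0.17 to -0.14). Genes are not independent replicates, and no pair of replicate libraries was there to show the size of such a trend without knockdown. The correlation was weakest with a filter at a mean FPKM above 5, where r was -0.141.

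When the genes were divided into 10 groups of equal size by G+C content, the median log2 ratio was 0.05 in the lowest group, with a median G+C content of 35.7%. It was -0.18 in the highest group, with a median G+C content of 57.6%. These medians correspond to a 3.21% higher level and to a change of -11.9%. The share of genes below the median ratio of all genes compared, which does not depend on the scaling, was 37.9% in the lowest and 67.1% in the highest group. In the lowest group, 74 genes were at least 2-fold higher and 24 lower. In the highest group, 17 were higher and 87 lower.

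**Figure D2:**
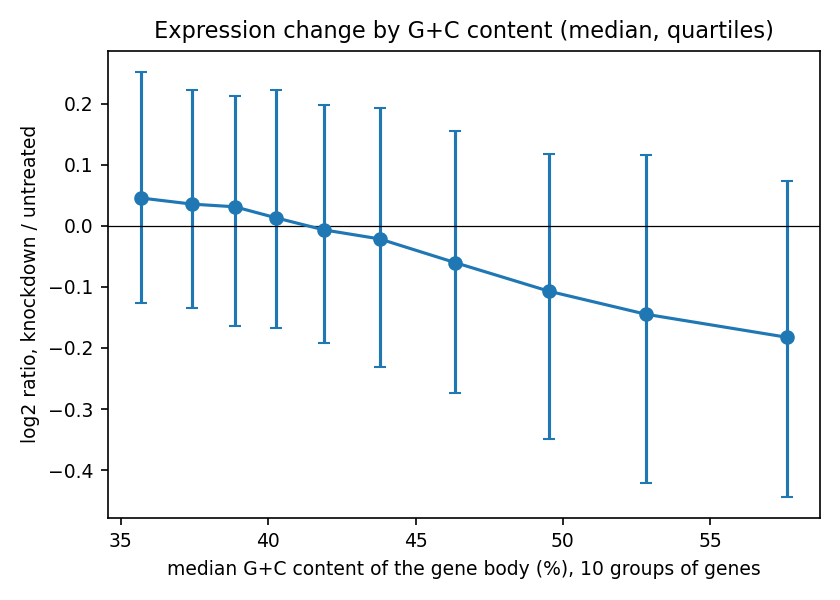
Median log2 ratio of the knockdown over the untreated library (vertical axis) in 10 groups of 11759 genes by G+C content, placed at the median G+C content of each group in percent (horizontal axis), with bars from the lower to the upper quartile over genes. The medians decline from 0.05 to -0.18, while the quartile ranges of the lowest and highest groups overlap.

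The 1000 genes with the highest log2 ratios were compared with the 1000 with the lowest. The median G+C content was 41.1% (quartiles 37.9 and 46.6%) for the most increased genes and 48.5% (42.2 and 53.8%) for the most decreased. The difference was 7.39 percentage points (95% interval over genes 6.38 to 8.26). Among 10000 random lists matched on mean expression, 95% of the medians lay between 43.6 and 45.2% for the increased genes and between 43.8 and 45.3% for the decreased. The observed medians lay below all and above all of these lists. The difference was smallest, at 3.71 points, when genes with a mean FPKM above 5 were used. Median gene spans were 52.6 kb for the most increased and 28.6 kb for the most decreased genes.

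Gene length was examined next, since the study had compared genes of different lengths within ranges of G+C content for the occupancy of DNA by RNAPII. Over all G+C contents, the log2 ratio was weakly and positively correlated across genes with log2 span (r = 0.093, 95% interval 0.072 to 0.113, rho = 0.069). G+C content and log2 span were themselves correlated (r = -0.404), and with G+C content held constant the partial r with span was 0.018. With a filter at a mean FPKM above 5, r with span was 0.025.

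Within the 3 ranges of G+C content that the study compared, long genes had lower ratios than short ones. From 45 to 50% G+C, the median log2 ratio was -0.01 in genes of 5 to 15 kb and -0.15 in genes of 70 to 230 kb. The difference was -0.14 (95% interval over genes -0.20 to -0.10). From 50 to 55% G+C, the medians were -0.07 and -0.25, a difference of -0.18 (-0.25 to -0.09). From 55 to 60% G+C, the medians were -0.15 and -0.24, and the difference of -0.09 was within its interval of -0.31 to 0.05, with 44 genes in the longest group. In this range the difference was 0.01 when no FPKM filter was used. In genes of under 40% G+C the correlation with span had the opposite sign (r = 0.110).

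**Figure D3:**
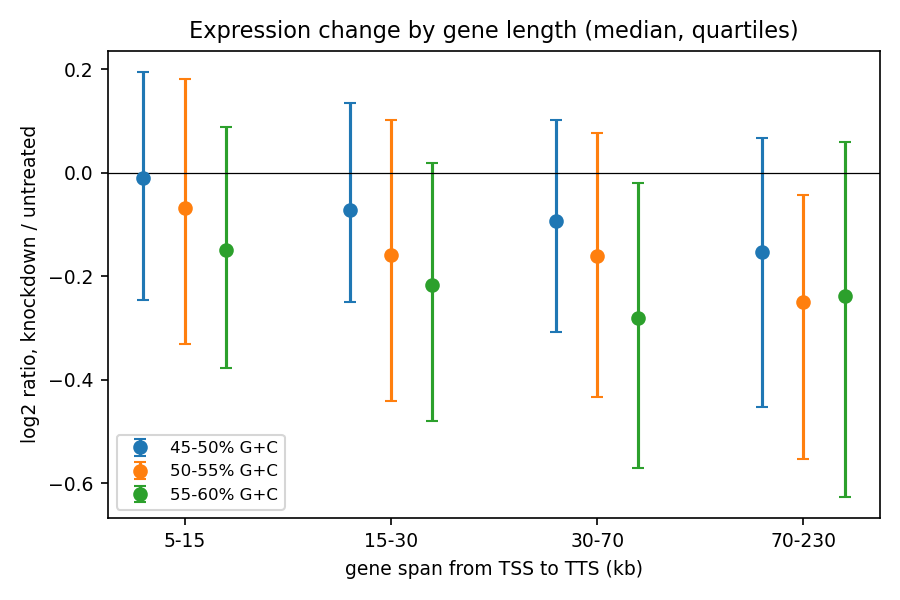
Median log2 ratio of the knockdown over the untreated library (vertical axis) for genes of 4 span groups in kb (horizontal axis) within 3 ranges of G+C content (colours), with bars from the lower to the upper quartile over genes. Medians run from -0.01 to -0.15 in the lowest range and from -0.07 to -0.25 in the middle range, and quartile ranges overlap in each.

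The fixed gene lists were compared with random lists of equal size matched on mean expression, as a description of these libraries. The 21 elongation factors had a median log2 ratio of -0.05, at percentile 26.2, with SUPT4H1 the 1 member changed at least 2-fold. That median was 0.02 with TMM factors and 0.04 with DESeq2 size factors. The 12 RNAPII subunits had a median of 0.03, at percentile 63.97, and none changed 2-fold. Among 8 genes linked to repeat expansion diseases the median was 0.04, at percentile 63.1. Of the 3 among them that the study names as genes, HTT had a log2 ratio of -0.21, C9orf72 of 0.08 and NOP56 of -0.28. The study refers to mutated alleles of these genes. The values here are for whole genes with alleles not separated, so they cannot test an effect on expanded alleles.

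Of the 12 lists, 4 had a median outside the central 95% of their matched lists. The 18 neural progenitor markers had a median of -1.55, below all matched lists, with 4 genes at least 2-fold higher and 11 lower. Counts adjusted over the list alone were the same, at 4 and 11, as those over all genes. RAX and SIX6 were the lowest members, at -4.34 and -3.30. ZIC1 (2.94), OTX1 (1.53), SOX1 (1.51) and OTX2 (1.32) were higher, and PAX6 had a ratio of 0.05. The 10 tested neural crest markers had a median of 2.40, above all matched lists. The median was 1.17 with a pseudocount of 1. At a mean FPKM above 5 the list held 2 genes that moved in opposite directions, PAX3 and NGFR, and its value of 2.98 is their midpoint. Of the 10 genes, 8 were higher, both over all genes and adjusted over the list alone, while SOX9 (-0.43) and NGFR (-0.71) were lower. MSX1 had 3 counts in the untreated and 156 in the knockdown library, so its ratio of 4.18 is imprecise (95% interval of the count ratio 3.82 to 7.69), but the interval lies above the median of the list. PAX3 reached an FPKM of 52.41 in the knockdown library, but most of the crest markers had low values there, such as 0.91 for SOX10 and 2.19 for FOXD3.

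The 15 cell cycle genes had a median of -0.16, at percentile 1.28, with 4 members above 0 and 11 below. The mesoderm and endoderm markers had a median of 1.48, at percentile 99.9, but 3 of 12 listed genes (CXCR4, PDGFRA and KDR) passed the expression filter. All 3 were higher over all genes and adjusted over the list alone. With no filter the median was 0.11 and lay inside the central 95%.

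The other lists lay inside that range as reported, although neuron markers left it, with a median of -0.33 at percentile 2.47, at a mean FPKM above 5, where 4 genes remained, and immediate early genes, with a median of -0.42 at percentile 0.49, without a filter. The median was 0.12 for pluripotency markers (percentile 82.5, 7 tested), 0.13 for neuron markers (90.5, 10 tested) and 0.04 for interferon-stimulated genes (72.7, 8 tested). It was -0.15 for p53 target genes (11.3, 15 tested) and -0.17 for immediate early genes (20.4, 13 tested). Members of the pluripotency list moved apart, with ZFP42 at 1.83 and L1TD1 at -2.31. In these lists, the number of genes changed 2-fold and adjusted over the list alone equalled the number over all genes, with 3 neuron markers higher and 2 lower, and 0 p53 targets in either direction.

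The shRNA seed was examined as a check for off-target silencing. A 3' UTR match to bases 2 to 8 of the antisense strand was found in 2418 genes, and 10107 genes had none. The median log2 ratio of genes with a match was 0.01 higher. Of 140 words with the same base composition, the seed match included, 33 had a difference as low, and 95% of the words lay between 0.00 and 0.04. With a filter at a mean FPKM above 5 the difference was -0.0021, and 97 words had one as low.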

Values the study reported

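The study reported that SUPT4H mRNA in the knockdown NPCs stood at 18% of its starting level, with an FPKM of 66.78 before and 12.05 after.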

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

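No paired analysis was possible because each group held 1 library. For the same reason leaving out a library in turn was not possible. All alternatives were planned. Scalings, pseudocounts and filters were changed one at a time, except that the edgeR exact tests also used TMM factors. The cause of a change was not tested unless it is stated.

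The ratio of SUPT4H1 stayed within -2.47 to -2.37 in the alternatives run. The number of lists outside the central 95% of matched lists was 4 to 5, though not the same lists throughout. Other scalings raised the median log2 ratio of all genes by 0.07 with TMM factors, by 0.09 with DESeq2 size factors and by less than 0.01 with total counts. The share of higher genes among those changed 2-fold was 46.1% as reported, 52.5% with TMM factors and 53.9% with DESeq2 size factors, so which direction held more genes depended on the scaling.

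The number of genes changed at least 2-fold depended most on the error assumed. In place of 460 higher and 538 lower, a biological coefficient of variation of 0.2 gave 299 and 224, and one of 0.4 gave 37 and 11. The edgeR tests took TMM factors for the p-value and the FPKM scaling for the ratio. Their balance of higher and lower genes therefore also carries a difference of scaling. A pseudocount of 1 gave 249 and 250, because it shrinks the ratios of weakly expressed genes. A filter at a mean FPKM above 5 gave 143 and 158 from fewer genes, and no filter gave 602 and 1197, so that the share of higher genes was 33.5%. By construction of the threshold, 1.5-fold gave 957 and 1292 and 4-fold 130 and 107. Intervals wholly beyond 2-fold were found for 307 higher and 317 lower genes.

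The correlation with G+C content stayed negative in the 11 alternatives run, with r from -0.194 to -0.141. R and rho were -0.141 and -0.154 at a mean FPKM above 5, -0.144 and -0.174 with no filter, -0.163 and -0.194 with G+C content of the spliced transcript, and -0.160 and -0.193 with all gene spans. The difference in median G+C content was 3.71 points at a mean FPKM above 5, 5.08 with no filter, 8.26 with 500 genes at each end and 6.28 with 2000.

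The correlation with span was less stable. R and rho were 0.025 and 0.020 at a mean FPKM above 5, and 0.116 and 0.106 with no filter. With no filter, the longest group differed from the shortest by -0.061 from 45 to 50% G+C, by -0.082 from 50 to 55% and by 0.011 from 55 to 60%, where the direction reversed.

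Of the lists, the elongation factors reversed to 0.025 with TMM factors and 0.039 with DESeq2 size factors, a shift of all genes. Neuron markers reversed to -0.030 with a pseudocount of 1, -0.33 at a mean FPKM above 5, where they left the central 95% (percentile 2.47), and -0.26 with no filter. Pluripotency markers reversed to -0.22 and -0.12 under those filters, and interferon-stimulated genes reached 0.0000 with no filter. These lists have few tested genes that moved both ways. With no filter, mesoderm and endoderm markers fell inside the central 95% (0.11) and immediate early genes left it (-0.42). The seed difference reversed to -0.0021 at a mean FPKM above 5.

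Depth limits the weakest genes most. In 1 of the libraries, 77 tested genes were at or under 3 counts, and their ratios are imprecise.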

Other observations

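Lists and tests for regional identity, Wnt and FGF signalling and S phase were chosen after the strongest genes and the fixed lists had been seen, with members already seen left out. Tests of fragment bias, of a few strong genes, of admixed crest cells and of fragment length, and the pooled partial correlations with span, were also chosen after the result was seen. The study used 1 clone of knockdown cells for RNA-seq. With 1 library per group, the knockdown, the clone, the selection of the cells and the separate differentiation of each culture are confounded. None of the patterns can therefore be assigned to Supt4h from these data alone.

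The lower ratio of G+C-rich genes was set against technical explanations. If the G+C content of sequenced fragments were the cause, the spliced transcript would carry the relation. Instead the partial r with gene-body G+C, given that of the transcript, was -0.0985 (95% interval over genes -0.117 to -0.077), and the partial r with transcript G+C, given the gene body, was 0.011 (-0.010 to 0.031). The measures are closely related (r = 0.887), and the G+C content of the canonical transcript may differ from that of the isoform sequenced. A few strong genes were not the source: the share of genes below the median ratio differed by 29.2 percentage points between the highest and lowest of 10 groups by G+C content, while 6.64% of the genes changed 2-fold. Within 3 equal groups by mean FPKM the correlation stayed negative, at -0.236, -0.153 and -0.124. Given gene span and transcript length it was -0.168 (-0.186 to -0.151), slightly weaker than the plain value, so that lengths account for a small part at most. Within autosomes r was -0.157, with 21 of 22 autosomes below 0, which argues against copy number. These values argue against fragment bias but do not exclude it, since the G+C measures are so closely related. Other differences between the library preparations were not set against the trend. It also stays open whether the trend comes with the knockdown or with a different cell state. A trend as large between cultures without knockdown was not excluded. A repeat with several untreated and control-hairpin cultures would test whether the trend comes with the knockdown.

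The strongest changes were among developmental genes. The 10 named genes lie on 7 chromosomes, and the autosome median farthest from 0 was -0.11 (chromosome 19), whereas a gain from 2 to 3 copies of a whole chromosome would give 0.585. Seed-mediated silencing was not seen, since 33 of 140 words had a difference as low as the seed match. Of the 464 lower genes with an annotated 3' UTR, 12.7% held the match, against 19.3% of all such genes. These shares cannot decide on silencing, because the match (AACTTTA) is rich in A and T, while G+C-rich genes were more often lower.

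Admixed neural crest cells would lower each progenitor gene that they lack by a common factor. Of 18 neural progenitor markers, 15 had an interval of the ratio wholly above that of RAX, and PAX6 had a ratio of 0.05. RAX was the lowest of these markers, and a marker that crest cells also express would be lowered less. The count alone therefore cannot decide on admixture. A share of crest cells large enough to dilute RAX to 4.24% of its level would also bring abundant crest transcripts. PAX3 did reach an FPKM of 52.41, but the other crest markers that rose stood at 2.98 (MSX1) or less in the knockdown library, with SOX10 at 0.91 and TFAP2A at 0.61. For the genes that rose, a small share of crest cells cannot be told apart from induction of the same genes in NPCs. Of 10 tested crest markers, 2 were below 0 (SOX9 and NGFR), and both are also expressed in the untreated NPCs, where a small share of crest cells would be hidden.

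A different regional identity of the cells is a candidate explanation. The 8 tested forebrain and eye field genes had a median of -0.47, at percentile 0.93 of matched lists, with 6 below 0 and 2 above. The 6 tested midbrain and roof plate genes had a median of 0.90 at percentile 99.97, but 3 were above and 3 below 0. The listed genes EN1, EN2, PAX2, PAX5 and WNT1 did not pass the filter. The highest FPKM among them in the knockdown library was 0.30 (EN1). The median thus does not show a shift to a midbrain identity. BMP4 (2.05), LMX1A (2.91) and MSX2 (2.53) rose, and RSPO1 (-2.71) fell. With so few genes moving both ways, the shift may be in part of these programmes only. The 2 tested hindbrain and spinal cord genes had a median of -0.87, at percentile 12.4.

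Lower FGF and ERK signalling and higher Wnt signalling are further hypotheses. The 14 tested FGF and ERK target genes had a median of -0.95, below all matched lists, with 11 below 0, among them SPRY2 (-2.10), SPRY4 (-2.10) and DUSP4 (-1.88). PHLDA1 (1.45) went the other way. The 9 tested Wnt target genes had a median of 1.23, above all matched lists, with 6 above 0 and 5 at least 2-fold higher, among them SP5 (4.95), LEF1 (2.22) and AXIN2 (1.87). RNF43 (-0.06) and CCND1 (-0.06) did not rise, and SP8, which is also on the forebrain list, fell (-0.80). These medians kept their sign under the other scalings. They may reflect a change in patterning in 1 culture as well as an effect of the knockdown. RT-PCR of AXIN2, SP5, SPRY2 and DUSP6 in independent differentiations would test them.

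In the cell cycle list, genes of DNA replication such as RRM2 (-0.53), MCM2 (-0.51) and PCNA (-0.41) were among the lowest, while MKI67 (-0.16), CDK1 (-0.13), TOP2A (-0.08) and BUB1 (-0.02) were also below 0. A smaller share of cells in S phase is a candidate explanation. Among 25 S phase genes outside the fixed list, the median was -0.40, below all matched lists, with 22 below 0. Among 25 G2 and M phase genes it was 0.09, at percentile 85.1, with 22 above 0. The 67 tested replication-dependent histone genes had a median of -0.53, with 58 below 0. A low ratio over histone genes had been noticed before that list was written, and near-identical histone copies share reads, so they add little independent evidence. G+C content was not the whole source, since S phase genes were at percentile 0.0000 of matched lists after the trend with transcript G+C was taken out. With the trend of gene-body G+C taken out, 24 S phase genes with a span of at least 5 kb had a median of -0.38, also at percentile 0.0000. TYMS (0.28), SLBP (0.14) and PRIM1 (0.05) rose, and lower activity of the transcription factors that drive S phase genes could give the same values without a change in the share of cells. Flow cytometry for DNA content would part these.

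Lower ratios of long genes within G+C ranges might come from transcript length. Given transcript length, the weakest of the partial correlations with span in the 3 ranges was -0.0144. Pooled over 4420 genes of 45 to 60% G+C, the partial r given G+C was -0.083 (95% interval over genes -0.113 to -0.052), and with transcript length also held constant -0.032 (-0.067 to 0.0001). Gene span and transcript length thus cannot be told apart as the source, because the interval reaches 0. Expression level was not the source: the weakest partial r was -0.0423, and the pooled value -0.069 (-0.099 to -0.037).

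Ratios from FPKM and from counts differed for short transcripts. For 12 transcripts of up to 200 bases, the log2 count ratio exceeded the log2 FPKM ratio by a median of 0.30, after scaling. The difference fell with length to -0.0007 for 9334 transcripts of over 2000 bases. This is consistent with a different fragment length in the libraries, which changes the effective length that RSEM assigns to short transcripts. The FPKM ratios of small RNAs in these libraries are therefore uncertain, while genes of ordinary length are barely affected.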
